A study of Homo sapiens with 52 samples.

How the data were processed

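The authors deposited 1 table of TPM, the share of transcripts scaled to a fixed sum, for 52 libraries and 43290 gene symbols, per the file headers, and every value used here came from it. Per the submitters' processing notes, reads were aligned with Bowtie2 or quantified with kallisto against hg19, with no versions given. Per the labels' protocols, RNA was poly-A selected and libraries were made with a NEBNext kit. The values fall into 2 blocks that were quantified separately: 27311 symbols have values in the 28 parental columns, 35587 in the 24 CRISPRi columns and 19608 in both. No comparison was made between the blocks. The smallest number of symbols that differ between 2 libraries of a group was 15965, so no column repeats another of its group. TPM keep no count of reads, so the depth of each library is unknown and no tool for counts was used. TPM are shares of a library, so a rise in abundant genes lowers all others, and splits into higher and lower genes are relative to the sum of each library.

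TPM were turned into log2 of TPM plus a pseudocount of 1, after a filter that kept symbols with at least 1 TPM in at least 3 parental or 2 CRISPRi libraries, which left 13542 and 14143 genes. Each block was fitted once with limma (trend, empirical Bayes), with 8 groups over the 24 parental libraries and 11 groups over the 24 CRISPRi libraries, and 24 comparisons were read from the fits. Adjusted p-values are Benjamini-Hochberg over the genes of a block for each comparison, two-sided. The untreated libraries numbered 0.1 and 0.2 of each line were left out of the fit and are given apart. Replicate numbers did not pair libraries of a line: residuals of libraries with the same number had a mean r of -0.000780 in TeloHAEC and 0.0125 in Eahy926, with 0 of 18 pairs above 0.1 in either line. A replicate block was fitted as an alternative. In the knockdowns the 2 guides of a target served as replicates.

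Before the data were examined, 24 lists with 369 members, no gene in 2 lists, were written from general knowledge: leukocyte adhesion, chemokines and cytokines, NF-κB feedback, interferon response, MHC class I presentation, endothelial identity, KLF2-linked genes, CCM and MEKK3 pathway, VEGF and tip cell, mesenchymal and matrix, actin and SRF targets, cell cycle, cholesterol synthesis, unfolded protein and amino acid stress, p53 targets, hypoxia and glycolysis, NRF2 targets and osmotic NFAT5 targets. The others were epithelial, fibroblast and leukocyte markers for other cell types, immediate early genes for handling, replication histones for the poly-A step and mitochondrially encoded genes for RNA quality. A list was tested with at least 4 members in the fit. The fibroblast list never reached that, the leukocyte and mitochondrial lists did in the CRISPRi block only and the histones in the parental block only. Lists were tested with camera of limma at its preset correlation of 0.01 and again with a correlation estimated for each list, adjusted over the lists of a comparison. Counts of members adjusted over the list alone are given beside those adjusted over all genes. Of 517 list tests 172 were called with the preset correlation, and 60 of these with an estimated one. In the CRISPRi columns MESDC1, CYR61, CTGF and NOV were found as TLNRD1, CCN1, CCN2 and CCN3, and MCAM was absent, as were the mitochondrial genes in the parental columns.

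Genes named in the text followed a rule set at the same time: the knockdown target, the 6 (4 in knockdowns) largest rises and falls that passed with at least 5 TPM in the higher group and no overlap between groups, up to 4 passed members of each called list and 2 of each other list. In knockdowns these were joined by KLF2, KLF4, NOS3, THBD, CDH5 and other targets that passed. Symbols of clone style, XIST and Y-linked genes were skipped, and some genes, and some list calls that came or ended without 1 library, were left out for length. A gene outside the rule is said to be chosen after its values were seen.

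The fit was tested on simulated data, with genes drawn from the means and spreads of the real libraries. For the Eahy926 and TeloHAEC IL-1β comparisons (13542 genes) it recovered 88.1% of 67 genes changed by 0.5 log2 units and all of those changed by 1 or 2, with 11 and 14 calls among unchanged genes. For the CCM2 comparison (14143 genes) it recovered 47.8%, 92.5% and 98.5% at 0.5, 1 and 2 log2 units, with 8 such calls, and for MESDC1 25.4%, 83.6% and 100%, with 13.

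Alternatives were a pseudocount of 0.1, no filter, genes of at least 5 TPM, rescaling by the median of ratios, quantile normalisation, only the groups compared, robust empirical Bayes, a replicate block, all 5 controls of each line, each library left out in turn, and both libraries with an unreduced target left out. Guide sequences from the labels were matched to GENCODE 29 transcripts on GRCh38. Software was R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.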

Results

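RNA-seq of poly-A-selected RNA was measured in 52 libraries of 2 human endothelial lines, as TPM for each gene symbol. TeloHAEC are aortic endothelial cells immortalised with telomerase, and Eahy926 is a hybrid line made by fusing umbilical vein endothelial cells with a lung carcinoma line. Parental cells of each line were untreated or were treated for 24 h with IL-1β at 10 ng/ml, TNF-α at 10 ng/ml or a change of VEGF, with 3 libraries in each of the 8 groups. The libraries titled VEGF were not alike: the Eahy926 label names medium with VEGF added, and the TeloHAEC label names medium lacking the VEGF that this line's medium normally holds. They were therefore taken as VEGF and VEGF-free medium, on the treatment label rather than the title. Each line had 2 further untreated libraries, numbered 0.1 and 0.2, which were kept out of the comparisons. The remaining 24 libraries came from a TeloHAEC line with doxycycline-inducible CRISPR interference, in which a guide RNA directs a KRAB-dCas9 repressor to a promoter. These cells carried 1 of 20 guides against 10 target genes, 2 guides for each gene, or 1 of 4 non-targeting guides, and were kept in doxycycline for 5 days.

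The TPM of each of the 28 parental libraries summed to 1000000 over 27311 symbols, and those of the 24 CRISPRi libraries summed to 96.8% to 97.2% of that over 35587 symbols. TPM keep no record of sequencing depth, so the depth of each library was unknown. Between 12098 and 12987 symbols reached 1 TPM in a parental library, and between 12299 and 12682 in a CRISPRi library. The labels do not say that the libraries of a group came from separate cultures, so every p-value measures only the spread between these samples, which can be technical. Values below are means ± SD with n = 3 libraries for each parental group, n = 2 for each knockdown (1 library for each guide) and n = 4 for the non-targeting guides. Log2 changes were taken on TPM plus 1. Genes were called at an adjusted p under 0.05 in limma, and gene lists fixed before the data were examined were tested against the other genes with camera.

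The first question was how the lines differ untreated. TeloHAEC carried more RNA of most endothelial genes. Of the endothelial identity genes 21 of 25 were higher and 3 lower (the same adjusted over the list alone) in TeloHAEC. The higher ones included that for the VEGF receptor KDR (129 ± 1.27 against 2.57 ± 0.701 TPM). The keratins split by line: KRT19 stood at 1345 ± 34.6 against 0.0755 ± 0.131 TPM and KRT7 at 3.99 ± 0.518 against 2708 ± 45 TPM, though KRT7 stood 4.58 log2 units higher in the TeloHAEC libraries numbered 0. All 15 measured cholesterol synthesis genes were higher in TeloHAEC (the same adjusted over the list alone). All 23 cell cycle genes were lower (the same adjusted over the list alone). PRDX2 and ALDH2, at 381 ± 4.04 TPM and 223 ± 7.54 TPM in TeloHAEC, were listed at 0 in every Eahy926 control.

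Between the untreated lines 10313 of 13542 genes differed, 4911 higher and 5402 lower in TeloHAEC. Cholesterol synthesis (adjusted p = 6.85e-09, and 0.0216 with an estimated correlation) and the cell cycle (adjusted p = 2.20e-09, and 0.0441 with an estimated correlation) were called either way. Endothelial identity was called with the preset correlation alone (adjusted p = 2.86e-08, and 0.0568 with an estimated correlation). So were 3 more lists (adjusted p = 0.104 to 0.187 with an estimated correlation). Of the VEGF and tip cell genes 10 of 14 were higher and 4 lower (the same adjusted over the list alone) (adjusted p = 0.00857). In hypoxia and glycolysis 12 of 15 were higher and 2 lower (the same adjusted over the list alone) (adjusted p = 0.00857). In MHC class I presentation 9 of 16 were higher and 2 lower (the same adjusted over the list alone) (adjusted p = 0.0094). Leukocyte adhesion, chemokines, KLF2-linked genes, CCM and MEKK3 pathway genes, actin and SRF targets and osmotic NFAT5 targets were called near the threshold and lost (adjusted p = 0.101 to 0.262 with an estimated correlation). Of these, the CCM and MEKK3 call ended without Eahy926 control 2 (adjusted p = 0.0613) and the actin call without TeloHAEC control 1 or 3 (adjusted p = 0.0540 and 0.0532). Line and medium change together, so the design alone cannot assign a difference between the lines to either.

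The next question was what 24 h of an inflammatory cytokine does to each line. IL-1β switched TeloHAEC to an inflamed state. Of the chemokine and cytokine genes, 19 of 19 rose (the same adjusted over the list alone). They were led by IL1B (272 ± 16.6 against 0.636 ± 0.375 TPM), CSF2 (385 ± 7.87 against 1.49 ± 0.722 TPM) and CXCL3 (823 ± 17.4 against 6.63 ± 1.01 TPM). Complement C3 rose from a listed 0 to 57.6 ± 2.71 TPM. The adhesion molecules that catch leukocytes rose with them: SELE, the E-selectin gene, reached 87.7 ± 7.54 against 0.197 ± 0.102 TPM and ICAM1 1089 ± 6.99 against 116 ± 7.36 TPM. SELP fell (3.41 ± 0.509 against 20.3 ± 1.16 TPM), so that of the leukocyte adhesion genes 5 of 9 rose and 2 fell (the same adjusted over the list alone). Feedback inhibitors and other NF-κB targets rose as a group, with 15 of 16 up (the same adjusted over the list alone). TNFAIP3, which encodes A20, reached 49 ± 2.05 against 2.64 ± 0.401 TPM. Genes for MHC class I presentation rose by less, with 14 of 16 up (14 up and 1 down adjusted over the list alone). Of the interferon response genes 12 of 29 rose and 4 fell (13 rose and 4 fell adjusted over the list alone).

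Flow-linked genes fell in the same cells. KLF2, a transcription factor induced by flow, fell (40.6 ± 2.96 against 87.1 ± 2.67 TPM), as did NOS3 (47.7 ± 2.1 against 153 ± 8.55 TPM) and THBD (68.2 ± 5.63 against 242 ± 9.5 TPM). Among all KLF2-linked genes 1 of 17 rose and 11 fell (2 rose and 11 fell adjusted over the list alone). The largest falls were in LYVE1 (11.7 ± 1.72 against 87.1 ± 8.35 TPM) and ADAMTS18 (6.57 ± 0.686 against 43.8 ± 2.87 TPM). Endothelial identity genes went both ways, with 6 of 25 up and 14 down (6 up and 15 down adjusted over the list alone). VEGF and tip cell genes did too, with 5 of 14 up and 5 down (6 up and 5 down adjusted over the list alone). Among mesenchymal and matrix genes 7 of 13 rose and 2 fell (the same adjusted over the list alone). Cell cycle genes fell a little and together, with 20 of 23 down (21 down adjusted over the list alone). So did genes of cholesterol synthesis, with 1 of 15 up and 10 down (the same adjusted over the list alone). Hypoxia and glycolysis genes rose, with 11 of 15 up and 2 down (12 up and 2 down adjusted over the list alone). In unfolded protein and amino acid stress 5 of 12 rose and 1 fell (6 rose and 1 fell adjusted over the list alone). Among NRF2 targets 1 of 13 rose and 8 fell (1 rose and 9 fell adjusted over the list alone).

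In TeloHAEC IL-1β changed 4217 of 13542 genes, 1343 up and 2874 down, and 357 of them by at least 1 log2 unit (179 up, 178 down). The share that rose was 31.8%, and 46.4% after rescaling by the median of ratios or 45.1% after quantile normalisation. Chemokines (adjusted p = 1.19e-39), NF-κB feedback (adjusted p = 7.57e-35) and MHC class I presentation (adjusted p = 4.51e-13) rose as lists. KLF2-linked genes (adjusted p = 2.81e-05), cell cycle (adjusted p = 3.08e-09), cholesterol synthesis (adjusted p = 2.72e-04) and NRF2 targets (adjusted p = 0.00718) fell. Each of these calls held with an estimated correlation (adjusted p = 2.38e-09 to 0.0422), as did those of leukocyte adhesion, VEGF and tip cell, unfolded protein stress and hypoxia. Interferon response (adjusted p = 3.14e-04, and 0.161 with an estimated correlation), mesenchymal and matrix (adjusted p = 3.67e-04, and 0.127 with an estimated correlation) and epithelial markers, of which KRT8, KRT18 and KRT19 fell (adjusted p = 0.0219, and 0.116 with an estimated correlation), lost theirs. Endothelial identity (adjusted p = 0.0609), actin and SRF targets (adjusted p = 0.0609) and p53 targets, of which 2 of 13 rose and 7 fell (the same adjusted over the list alone) (adjusted p = 0.0657), were not called. Without 1 library they were. Endothelial identity was called without control 2 (adjusted p = 0.0298), IL-1β 2 (0.0470) or IL-1β 3 (0.0437). Actin targets were without control 3 (0.0481), IL-1β 1 (0.0499) or IL-1β 3 (0.0466), and p53 targets were without control 2 (0.0388) or IL-1β 3 (0.0437). Immediate early genes, which move with handling, were split with 1 of 9 up and 5 down (2 up and 5 down adjusted over the list alone). Replication histones, which escape poly-A selection, were at 1 of 12 up and 1 down (the same adjusted over the list alone). Neither list was called (adjusted p = 0.434 and 0.333).

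TNF-α also raised inflammatory genes in TeloHAEC. Of the chemokine genes 18 of 19 rose (the same adjusted over the list alone), with CCL2 at 2318 ± 8.19 against 108 ± 10.1 TPM. Of the NF-κB feedback genes 15 of 16 rose (the same adjusted over the list alone), with TRAF1 at 63.2 ± 1.42 against 0.968 ± 0.282 TPM and BIRC3 at 23.8 ± 1.29 against 0.19 ± 0.0861 TPM. ICAM1 (1128 ± 21.1 against 116 ± 7.36 TPM) and SELE (24.4 ± 4.74 against 0.197 ± 0.102 TPM) rose, and VCAM1 went from a listed 0 to 1.64 ± 0.129 TPM. Of the leukocyte adhesion genes 6 of 9 rose and 2 fell (the same adjusted over the list alone). Interferon response genes rose with 19 of 29 up (20 up adjusted over the list alone), among them IRF1 (52.6 ± 2.58 against 14.2 ± 1.1 TPM). MHC class I presentation rose with 15 of 16 up (the same adjusted over the list alone). The flow-linked genes fell again with 1 of 17 up and 12 down (the same adjusted over the list alone), THBD at 80.8 ± 4.78 against 242 ± 9.5 TPM and NOS3 at 80 ± 3.92 against 153 ± 8.55 TPM. Endothelial identity genes fell more often than they rose, with 5 of 25 up and 10 down (5 up and 12 down adjusted over the list alone). NRF2 targets fell with 7 of 13 down (the same adjusted over the list alone). Of the cell cycle genes 13 of 23 fell (15 fell adjusted over the list alone), a list call lost with an estimated correlation (adjusted p = 0.0516).

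For TNF-α in TeloHAEC 2467 genes were called, 1120 up and 1347 down, 235 of them by at least 1 log2 unit (156 up, 79 down). NF-κB feedback (adjusted p = 1.16e-38), chemokines (adjusted p = 6.73e-35), MHC class I presentation (adjusted p = 1.20e-22), interferon response (adjusted p = 4.01e-14) and leukocyte adhesion (adjusted p = 4.85e-05) rose. KLF2-linked genes (adjusted p = 3.66e-09) and NRF2 targets (adjusted p = 0.00759) fell. Each was also called with an estimated correlation (adjusted p = 6.69e-09 to 0.043). Of the unfolded protein stress genes 5 of 12 rose (7 rose adjusted over the list alone), called either way (adjusted p = 0.00171, and 0.0103 with an estimated correlation). Endothelial identity (adjusted p = 0.0171, and 0.303 with an estimated correlation) and cell cycle (adjusted p = 4.25e-06) lost their calls. So did VEGF and tip cell with 6 of 14 up and 3 down (8 up and 4 down adjusted over the list alone) (adjusted p = 0.00391, and 0.0516 with an estimated correlation). Mesenchymal and matrix with 5 of 13 up and 2 down (7 up and 2 down adjusted over the list alone) lost its call too (adjusted p = 0.0187, and 0.305 with an estimated correlation). Cholesterol synthesis, with 4 of 15 down (the same adjusted over the list alone), was not called (adjusted p = 0.0668) but was without control 1 (adjusted p = 0.0349). Hypoxia and glycolysis, with 2 of 15 up and 5 down (the same adjusted over the list alone), was not called (adjusted p = 0.13) but was without TNF-α 2 (adjusted p = 0.0395).

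**Figure D1:**
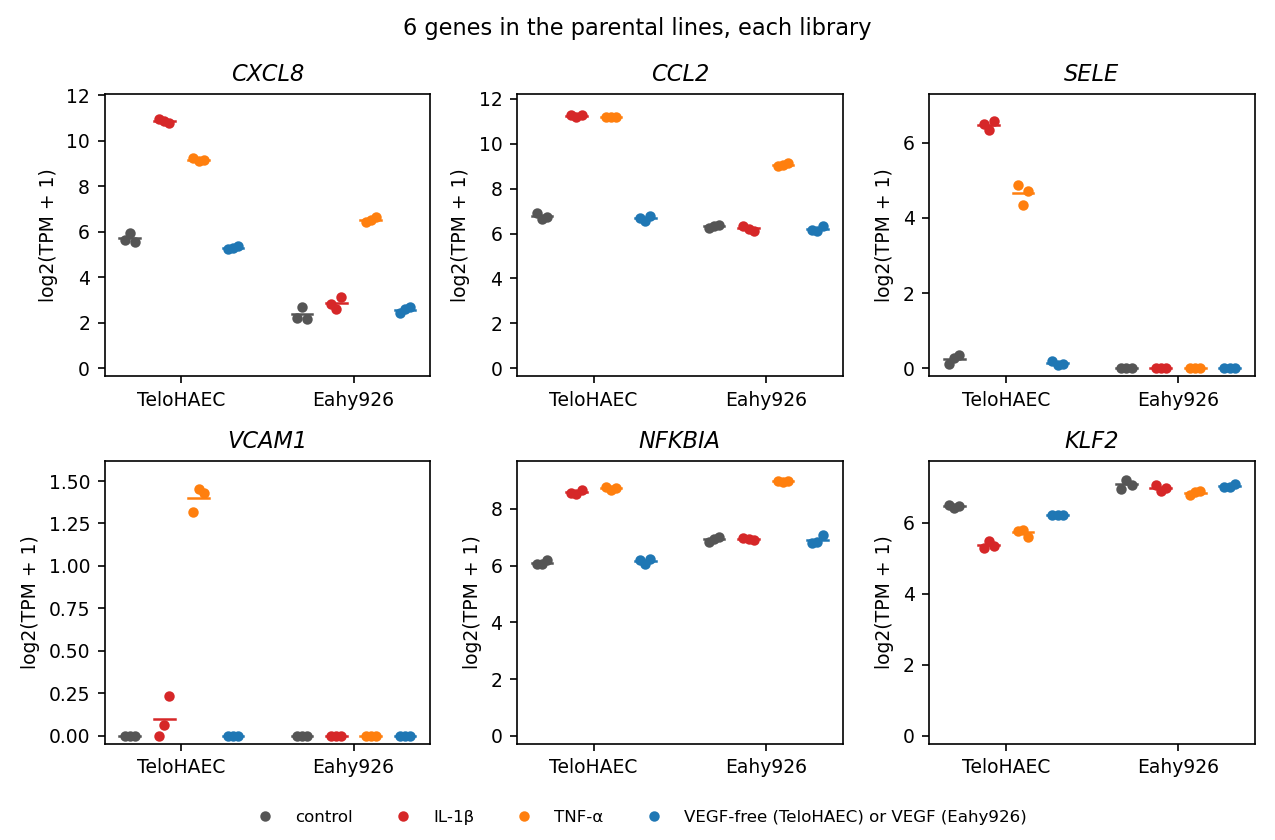
Expression of 6 genes in each parental library, as log2(TPM + 1) on the vertical axis, by line and treatment. Each point is 1 library and each line the mean of 3, and CXCL8, CCL2 and NFKBIA lie above the control with TNF-α in both lines and with IL-1β in TeloHAEC.

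The cytokines were next set against each other within TeloHAEC. CSF3 (1179 ± 8.11 against 20.5 ± 4.67 TPM), CXCL6 (50.3 ± 3.92 against 2.08 ± 0.0402 TPM) and C3 (57.6 ± 2.71 against 1.46 ± 0.0992 TPM) were higher with IL-1β. Of the chemokine list 12 of 19 were higher and 3 lower (12 higher and 4 lower adjusted over the list alone). BIRC3 (3.85 ± 0.455 against 23.8 ± 1.29 TPM) and TRAF1 (log2 difference -2) were lower. Hypoxia and glycolysis genes stood higher with IL-1β (11 of 15 higher (14 higher adjusted over the list alone)). The p53 targets stood lower (11 of 13 lower (the same adjusted over the list alone)). So did MHC class I presentation (9 of 16 lower (11 lower adjusted over the list alone)). Of the interferon response genes 1 of 29 was higher and 11 lower (1 higher and 16 lower adjusted over the list alone), a list call lost with an estimated correlation. Between the cytokines 1726 genes differed, 477 higher and 1249 lower with IL-1β, or 580 when all 5 controls of each line were in the model. The share higher with IL-1β was 27.6%, and 42.8% after rescaling by the median of ratios or 42% after quantile normalisation. Chemokines (adjusted p = 6.01e-19), hypoxia (adjusted p = 2.44e-20), p53 targets (adjusted p = 4.60e-08) and MHC class I (adjusted p = 2.01e-05) were called, also with an estimated correlation (adjusted p = 6.16e-07 to 0.0356). Interferon response lost its call (adjusted p = 3.23e-06, and 0.0999 with an estimated correlation). Calls of the VEGF and tip cell, mesenchymal, cell cycle, cholesterol, epithelial and histone lists were lost as well (adjusted p = 0.057 to 0.0999 with an estimated correlation). Of 1948 genes that both cytokines changed, 768 rose with both, 1158 fell with both and 22 went opposite ways, against 111 and 286 for independent lists of the same size. The comparisons share their 3 controls, which alone gave r = 0.483 across genes in simulation, against the measured r = 0.788.

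Medium without VEGF moved TeloHAEC by small steps. The iron-handling gene TFRC, for the transferrin receptor, fell most (20.1 ± 0.977 against 137 ± 9.16 TPM). FBXL5, whose product senses iron, rose (141 ± 5.4 against 49.9 ± 4.52 TPM). Hypoxia and glycolysis genes fell as a group, with 10 of 15 down (14 down adjusted over the list alone), among them the glucose transporter gene SLC2A1 (42.6 ± 2.82 against 71.2 ± 5.45 TPM). Cholesterol synthesis genes fell too, with 13 of 15 down (the same adjusted over the list alone), such as HMGCS1 (99.4 ± 1.99 against 152 ± 3.27 TPM). Cell cycle genes rose, with 19 of 23 up (22 up adjusted over the list alone). Of the NRF2 targets 7 of 13 fell (8 fell adjusted over the list alone). Of the p53 targets 1 of 13 rose and 6 fell (the same adjusted over the list alone). Of the VEGF and tip cell genes 1 of 14 rose and 4 fell (2 rose and 4 fell adjusted over the list alone). Immediate early genes, which also respond to handling, fell, with 3 of 9 down (the same adjusted over the list alone): JUN, DUSP1 and JUNB. JUNB failed without control 2 (adjusted p = 0.0923) or VEGF-free library 2 (0.0944).

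In VEGF-free medium 1777 genes were called, 1232 up and 545 down, of which only 19 changed by at least 1 log2 unit. The share that rose was 69.3%, and 49.6% after rescaling by the median of ratios or 55.2% after quantile normalisation. All 7 list calls held with an estimated correlation: hypoxia and glycolysis (adjusted p = 2.36e-21, and 1.90e-04 with an estimated correlation), cell cycle (adjusted p = 1.75e-18, and 0.00135 with an estimated correlation), cholesterol synthesis (adjusted p = 1.54e-16, and 3.40e-04 with an estimated correlation) and NRF2 targets (adjusted p = 3.71e-10, and 1.90e-04 with an estimated correlation), then p53 targets (adjusted p = 1.99e-04, and 0.00501 with an estimated correlation), VEGF and tip cell (adjusted p = 0.00208, and 0.0462 with an estimated correlation) and immediate early genes (adjusted p = 0.00665, and 0.0204 with an estimated correlation).

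Few genes passed in Eahy926 with IL-1β or VEGF. Of the chemokine and cytokine genes 0 of 19 passed (4 rose adjusted over the list alone): CXCL1 stood at 2.37 ± 0.379 against 1.2 ± 0.745 TPM (adjusted p = 0.356). IL1R1, the gene for the receptor that carries the IL-1β signal, was at 0.0361 ± 0.0421 TPM in Eahy926 controls against 23.4 ± 1.75 TPM in TeloHAEC controls. TNFRSF1A, for the TNF-α receptor, was at 243 ± 11.4 against 322 ± 6.23 TPM. With IL-1β only 1 gene was called, B3GNT5 (adjusted p = 0.00182). There 1542 genes had an unadjusted p under 0.05 where 677 were due by chance. The calls were 13 without control 1, 2 without control 2, 7 without control 3, and 2 without IL-1β 1 or IL-1β 2. With VEGF, set against the same controls, 1 gene was called, B3GNT5 too (adjusted p = 0.0394), with 1180 at an unadjusted p under 0.05. The calls were 0 without control 1, VEGF 2 or VEGF 3, 2 without control 2, and 5 without control 3. B3GNT5, IL1R1 and TNFRSF1A were chosen after values were seen. None of the VEGF and tip cell genes passed for VEGF (0 of 14 passing (1 up adjusted over the list alone), adjusted p = 0.759). Replication histones were the only list called in either comparison with all libraries, with a median log2 change of -0.41 for IL-1β (adjusted p = 4.73e-04, and 0.0467 with an estimated correlation) and -0.37 for VEGF (adjusted p = 2.76e-05, and 0.0158 with an estimated correlation). Of its members 0 of 12 passed (the same adjusted over the list alone) for IL-1β and 0 of 12 passed (the same adjusted over the list alone) for VEGF. The IL-1β call ended without control 1 (adjusted p = 0.0766). These histone messages carry no poly-A tail, so their level in a poly-A library also follows the selection step. Without control 2 the chemokine list was called upward for IL-1β (adjusted p = 0.0104, median 0.0412).

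TNF-α, in contrast, reached Eahy926 broadly, and the interferon response led. Of the interferon response genes 28 of 29 rose (29 rose adjusted over the list alone), among them OAS2 (119 ± 21.5 against 3.08 ± 0.599 TPM). All 16 MHC class I genes rose (the same adjusted over the list alone), with HLA-B at 23.3 ± 2.16 against 4.42 ± 0.32 TPM. Chemokine genes rose with 17 of 19 up (the same adjusted over the list alone), CXCL8 at a log2 change of 4.16. NF-κB feedback genes rose with 15 of 16 up (the same adjusted over the list alone). Other large rises were in the cytokine gene IL32 (216 ± 1.41 against 0.345 ± 0.598 TPM) and ICAM1 (235 ± 10 against 4.59 ± 0.461 TPM). Of the other adhesion genes few followed ICAM1: in all 3 of 9 rose and 2 fell (3 rose and 3 fell adjusted over the list alone) on the leukocyte adhesion list. VEGF and tip cell genes rose with 8 of 14 up (9 up adjusted over the list alone). Keratins KRT8 (log2 change -1.12) and KRT7 (-0.66) fell among the epithelial markers, with 4 of 8 down (the same adjusted over the list alone), and of the replication histones 3 of 12 fell (4 fell adjusted over the list alone).

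TNF-α changed 2706 genes in Eahy926, 1697 up and 1009 down, 250 by at least 1 log2 unit (214 up, 36 down), or 954 genes when only the groups compared were fitted. The share that rose was 62.7%, and 49.4% after rescaling by the median of ratios or 47.2% after quantile normalisation. Interferon response (adjusted p = 2.60e-56), NF-κB feedback (adjusted p = 1.16e-29), MHC class I presentation (adjusted p = 4.37e-28), chemokines (adjusted p = 1.57e-22) and VEGF and tip cell (adjusted p = 2.99e-05) rose. Epithelial markers (adjusted p = 0.00134) and histones (adjusted p = 0.00264) fell. Each was also called with an estimated correlation (adjusted p = 1.93e-07 to 0.0391). Other calls were lost. Among KLF2-linked genes 2 of 17 rose and 7 fell (2 rose and 8 fell adjusted over the list alone) (adjusted p = 0.00264, and 0.0611 with an estimated correlation). In the cell cycle 7 of 23 fell (8 fell adjusted over the list alone) (adjusted p = 5.17e-04, and 0.158 with an estimated correlation). In hypoxia 3 of 15 fell (the same adjusted over the list alone) (adjusted p = 0.0283, and 0.27 with an estimated correlation). Among osmotic targets 2 of 6 rose (the same adjusted over the list alone) (adjusted p = 0.0492, and 0.27 with an estimated correlation). Among actin targets 1 of 17 rose and 4 fell (3 rose and 6 fell adjusted over the list alone) (adjusted p = 0.0492, and 0.335 with an estimated correlation). Of these, hypoxia ended without control 1 (adjusted p = 0.0553), control 3 (0.0604) or TNF-α 3 (0.0700). Actin targets ended without control 1 (0.169), control 3 (0.0800) or TNF-α 3 (0.109). Osmotic targets ended without control 1 (0.0586), control 2 (0.259), TNF-α 2 (0.0558) or TNF-α 3 (0.0634), and cholesterol synthesis was called without control 2 (0.0463). IL-1β and TNF-α differed in 2207 genes in Eahy926, 1049 higher and 1158 lower with IL-1β, or 1039 with all 5 controls in the model. With IL-1β all 29 interferon genes and all 16 MHC class I genes were lower (the same adjusted over the list alone, adjusted p = 5.39e-06 and 2.15e-06 with an estimated correlation).

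Whether a response differed between the lines was tested directly, as the TeloHAEC change minus the Eahy926 change. For IL-1β the chemokine genes stood apart as a group, with 18 of 19 higher (19 higher adjusted over the list alone) in TeloHAEC. The differences were 7.48 for IL1B, 7.14 for CSF2 and 6.94 for CXCL3 on the log2 scale. NF-κB feedback (15 of 16 higher (the same adjusted over the list alone)) and MHC class I presentation (12 of 16 higher (13 higher adjusted over the list alone)) differed the same way. KLF2-linked genes (1 of 17 higher and 11 lower (the same adjusted over the list alone)), cell cycle (21 of 23 lower (22 lower adjusted over the list alone)) and cholesterol synthesis (11 of 15 lower (13 lower adjusted over the list alone)) differed the other way. THBD (-1.92) and NOS3 (-1.71), as well as LYVE1 (-2.94), fell in TeloHAEC and were not called in Eahy926. For TNF-α the interferon genes rose less in TeloHAEC than in Eahy926, with 1 of 29 higher and 25 lower (2 higher and 27 lower adjusted over the list alone). The differences were -4.78 for OAS2, -3.68 for BST2 and -3.53 for XAF1. MHC class I genes followed, with 9 of 16 lower (12 lower adjusted over the list alone). CD69 (3.49) and EBI3 (3.4) rose more in TeloHAEC. Some genes moved in opposite directions: ADAMTS1 changed by -1.5 in TeloHAEC and 0.47 in Eahy926, AKR1B1, an osmotic NFAT5 target, by -0.35 and 1.19, NRP2 by -0.52 and 0.96, and TPM1, an actin-binding gene, by 0.75 and -0.36.

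For IL-1β 3043 genes had a response that differed between the lines, 807 higher and 2236 lower in TeloHAEC, and for TNF-α 1396, 441 higher and 955 lower. The share higher for IL-1β was 26.5%, and 47% after rescaling by the median of ratios or 43.7% after quantile normalisation, and for TNF-α 31.6%, 44.1% and 44.2%. The TNF-α count was 854 when only the groups compared were fitted and 884 with all 5 controls. With an estimated correlation the IL-1β calls of chemokines (adjusted p = 9.47e-10), NF-κB feedback (adjusted p = 1.91e-07), MHC class I (adjusted p = 7.13e-04), KLF2-linked genes (adjusted p = 0.0157), cell cycle (adjusted p = 0.0189) and cholesterol synthesis (adjusted p = 0.0285) held. So did the TNF-α calls of interferon response (adjusted p = 3.01e-04) and MHC class I (adjusted p = 0.0473). Chemokines differed for TNF-α with 6 of 19 higher and 3 lower (9 higher and 5 lower adjusted over the list alone) (adjusted p = 0.0473 with an estimated correlation), a call that ended without Eahy926 control 2 (adjusted p = 0.192). The TNF-α calls of NF-κB feedback (adjusted p = 0.00849, and 0.12 with an estimated correlation) and KLF2-linked genes (adjusted p = 0.00627, and 0.12 with an estimated correlation) were lost. Of 1115 genes that TNF-α changed in both lines, 657 rose in both, 360 fell in both and 98 went opposite ways, against 140 and 100 for independent lists.

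In the CRISPRi line the targeted gene was read first in every library. MAP3K3, which encodes the kinase MEKK3, was at 2.54 and 10.7 TPM in its guide libraries 1 and 2 (3.43% and 14.4% of the control mean of 73.9 ± 2.79). CCM2 was at 9.19 and 2.62 TPM (15.6% and 4.45% of 58.8 ± 2.82), ITGB1BP1 at 8.72 and 9.61 TPM (12.9% and 14.2% of 67.7 ± 3.86), and PDCD10 at 4.81 and 15.2 TPM (12.9% and 40.9% of 37.2 ± 1.6). MESDC1, named TLNRD1 in the CRISPRi columns, was at 3.54 and 7.37 TPM (9.76% and 20.3% of 36.2 ± 1.76). KLF2 was at 2.99 and 6.12 TPM (2.78% and 5.69% of 107 ± 13), CDH5 at 9.96 and 9.36 TPM (2.74% and 2.58% of 363 ± 15.1), and MEF2A at 0.981 and 3.58 TPM (3.61% and 13.2% of 27.2 ± 3.83). In the library labelled MAP2K5 guide 1 the target stood at 26.2 TPM, 105% of the control mean of 24.9 ± 3.97, against 1.27 TPM (5.11%) in guide library 2. In the library labelled NFAT5 guide 2 it stood at 11.4 TPM, 97.1% of 11.7 ± 1.44, against 2.19 TPM (18.7%) in guide library 1. So 17 of 20 libraries held their target under 21% of control and 2 held it above 90%. The MAP2K5 and NFAT5 results below rest on libraries of which 1 in each pair shows no knockdown of its labelled target.

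**Figure D2:**
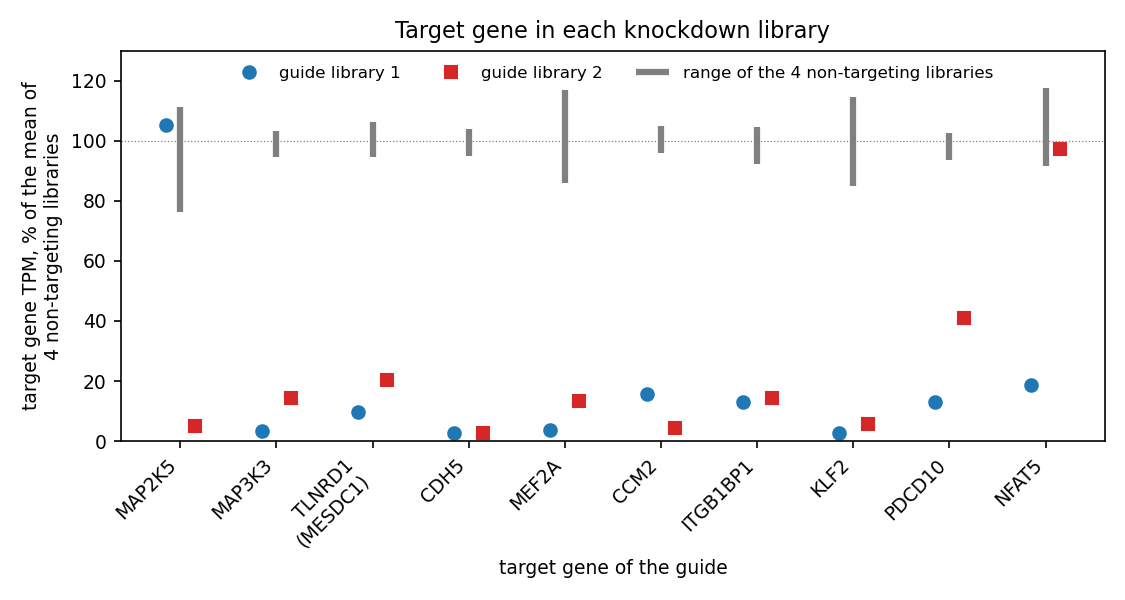
TPM of the target gene in each of its 2 guide libraries, as percent of the mean of the 4 non-targeting libraries (vertical axis), by target. Grey bars give the range of the 4 non-targeting libraries, and the libraries labelled MAP2K5 guide 1 and NFAT5 guide 2 lie within them.

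CCM2 with ITGB1BP1 and PDCD10 form or bind the cerebral cavernous malformation (CCM) complex, which restrains MEKK3 and its flow-linked transcription factors. CCM2 knockdown raised that programme. KLF2 rose (706 ± 23.5 against 107 ± 13 TPM, adjusted p = 0.00273), as did KLF4 (79.8 ± 3.25 against 8.75 ± 1.41 TPM), NOS3 (352 ± 58.2 against 123 ± 3.73 TPM) and THBD (545 ± 38.2 against 86.9 ± 3.37 TPM). Of the KLF2-linked genes 11 of 17 rose and 2 fell (12 rose and 2 fell adjusted over the list alone). AQP1 (319 ± 42.7 against 8.2 ± 1.35 TPM), ITGB4 (137 ± 15.7 against 11.9 ± 1.64 TPM) and ADAMTS1 (log2 change 3.61) were among the list's largest rises. EDN1, for the vasoconstrictor endothelin, fell (3.17 ± 1.52 against 23.9 ± 4.86 TPM). Outside the list, PI16 (446 ± 39.3 against 1.98 ± 0.881 TPM), PTPN5 (215 ± 148 against 0.729 ± 0.0908 TPM) and CLEC3B (log2 change 5.21) rose most. THBS1 (34.5 ± 21 against 208 ± 17.8 TPM) fell, as did CCM2 itself (log2 change -3.3). Of the CCM and MEKK3 pathway genes, which include the target, 6 of 16 rose and 1 fell (7 rose and 1 fell adjusted over the list alone). HEG1, for the membrane partner of the complex, rose (133 ± 43.3 against 23.8 ± 1.22 TPM), and so did TLNRD1 (92 ± 2.99 against 36.2 ± 1.76 TPM). CD34 rose among endothelial identity genes (log2 change 3.29), with 5 of 25 up and 3 down (6 up and 3 down adjusted over the list alone). Markers of other cell types moved with the group: KRT18 (4966 ± 577 against 896 ± 30.3 TPM) and KRT19 (log2 change 1.53) rose and KRT7 (-1.56) fell, and the leukocyte marker CD14 rose (1.74). Without CCM2 library 2 the adjusted p was 0.0549 for KLF2, 0.0772 for KRT19, 0.0644 for KRT7 and 0.125 for CD14. Without CCM2 library 1 it was 0.0574 for KRT7.

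The CCM2 knockdown called 1984 of 14143 genes, 800 up and 1184 down, 488 by at least 1 log2 unit (319 up, 169 down), and 380 genes without CCM2 library 2. The share that rose was 40.3%, and 61.4% after rescaling by the median of ratios or 47.6% after quantile normalisation. KLF2-linked genes rose as a list (adjusted p = 2.97e-11, and adjusted p = 0.0358 with an estimated correlation), the only 1 of 67 list calls among the knockdown comparisons that held with an estimated correlation. Calls of leukocyte adhesion with 2 of 6 up (3 up adjusted over the list alone), interferon response with 3 of 26 up and 1 down (the same adjusted over the list alone), CCM and MEKK3 pathway, endothelial identity, MHC class I, cell cycle, p53, NRF2, epithelial and leukocyte lists were lost (adjusted p = 0.199 to 0.462). Mitochondrially encoded genes, a mark of RNA quality, had 0 of 9 passing (the same adjusted over the list alone) and were not called (adjusted p = 0.254), but were upward without CCM2 library 1 (adjusted p = 0.0107, median 0.406). Leaving out 1 library also brought a call of this list in the MESDC1, CDH5, MEF2A and ITGB1BP1 knockdowns (adjusted p = 9.75e-06 to 0.0433). Without CCM2 library 1 the epithelial (adjusted p = 0.151), endothelial identity (0.151), MHC class I (0.125) and p53 (0.0909) calls ended. Without CCM2 library 2 the cell cycle (0.244), NRF2 (0.577) and p53 (0.0914) calls ended, and without non-targeting library 3 the epithelial and p53 calls (0.0541 each). Cholesterol synthesis was called without CCM2 library 1 (0.00174) or non-targeting library 4 (0.0322).

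ITGB1BP1 knockdown moved many of these genes too. KLF2 rose (502 ± 22.9 against 107 ± 13 TPM, adjusted p = 0.0171) with KLF4 (log2 change 2.22), NOS3 (1.01) and THBD (315 ± 17.2 against 86.9 ± 3.37 TPM). On the KLF2-linked list 10 of 17 rose and 1 fell (11 rose and 2 fell adjusted over the list alone). PI16 (120.1 ± 37.5 against 1.98 ± 0.881 TPM) and PTPN5 (52.4 ± 8.85 against 0.729 ± 0.0908 TPM) rose most. ITGB1BP1 (log2 change -2.76), its genomic neighbour CPSF3 (3.06 ± 0.524 against 26.3 ± 1.77 TPM, -2.75) and THBS1 (-1.98) fell. Effects of losing ITGB1BP1 or CPSF3 cannot be told apart here or below. Without ITGB1BP1 library 1 the adjusted p was 0.152 for KLF2, 0.0503 for KLF4, 0.236 for NOS3 and 0.118 for THBD. Without library 2 it was 0.0974 for KLF2, 0.0881 for NOS3 and 0.0678 for THBD, and NOS3 also failed without non-targeting library 3 (0.0527) or 4 (0.0523). There were 1089 genes called, 472 up and 617 down. The count was 209 without ITGB1BP1 library 1, 433 without ITGB1BP1 library 2 and 702 without non-targeting library 3, and 2092 when only the groups compared were fitted. The share that rose was 43.3%, and 62.7% after rescaling by the median of ratios or 55.3% after quantile normalisation. The list calls were KLF2-linked genes (adjusted p = 1.74e-09, and 0.0669 with an estimated correlation) and epithelial markers (0.0348, and 0.119). Leukocyte adhesion, with 2 of 6 up (the same adjusted over the list alone), was called too (0.0348, and 0.37). The adhesion call ended without ITGB1BP1 library 1 (adjusted p = 0.105).

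PDCD10 knockdown changed KLF2 more in 1 guide library than in the other. KLF2 stood at 754 TPM in PDCD10 library 1, with its target at 12.9% of control, and 221 TPM in library 2, with its target at 40.9% (adjusted p = 0.0386 for both). KLF4 (log2 change 2.53), NOS3 (0.93) and THBD (1.73) rose. On the KLF2-linked list 10 of 17 rose and 1 fell (12 rose and 4 fell adjusted over the list alone). The largest rises were in PI16 (344 ± 405 against 1.98 ± 0.881 TPM) and PTPN5 (18.1 ± 7.05 against 0.729 ± 0.0908 TPM), and PDCD10 fell (log2 change -1.98). Without PDCD10 library 1 the adjusted p was 0.714 for KLF2, 0.106 for KLF4, 0.836 for NOS3 and 0.631 for THBD. KLF2 (0.0626 to 0.0757) and NOS3 (0.0712 to 0.0818) also failed with any 1 non-targeting library left out. Of 996 genes called, 353 rose and 643 fell. Single libraries decided that count: it was 9 without PDCD10 library 1, 2884 without PDCD10 library 2, and 523, 545 and 417 without non-targeting library 1, 2 or 3. It was 537 with no filter on low TPM and 9 when only the groups compared were fitted. The share that rose was 35.4%, and 60.3% after rescaling by the median of ratios or 50.5% after quantile normalisation. All list calls were lost with an estimated correlation, KLF2-linked genes among them (adjusted p = 8.48e-09, and 0.0867 with an estimated correlation). In the CCM and MEKK3 pathway 2 of 16 rose and 1 fell (5 rose and 1 fell adjusted over the list alone) (adjusted p = 0.0161, and 0.471 with an estimated correlation). Of the p53 targets 3 of 13 fell (6 fell adjusted over the list alone) (adjusted p = 0.0161, and 0.471 with an estimated correlation). Among actin targets 2 of 17 rose and 1 fell (3 rose and 3 fell adjusted over the list alone) (adjusted p = 0.0489, and 0.471 with an estimated correlation). In cholesterol synthesis 0 of 16 passed (the same adjusted over the list alone) (adjusted p = 4.79e-05, and 0.478 with an estimated correlation). Without PDCD10 library 1 the CCM (adjusted p = 0.830) and p53 (0.334) calls ended. The actin call ended without PDCD10 library 2 (0.137) or non-targeting library 1 (0.0606) or 2 (0.0719).

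MESDC1 encodes a protein related to talin. Its knockdown raised PI16 (49.4 ± 27.6 against 1.98 ± 0.881 TPM) and PTPN5 (21.3 ± 3.11 against 0.729 ± 0.0908 TPM), as CCM2 knockdown did. NPPC (59.2 ± 21.6 against 5.35 ± 2.57 TPM) rose too, with the KLF2-linked genes AQP1 (63.1 ± 0.814 against 8.2 ± 1.35 TPM) and ITGB4 (76.1 ± 4.79 against 11.9 ± 1.64 TPM). KLF2 itself stood at 308 and 220 TPM against 107 ± 13 and did not pass. Of the KLF2-linked genes 2 of 17 rose (8 rose and 2 fell adjusted over the list alone). TLNRD1 (log2 change -2.59) and PRSS2 (-2.49) fell, and the pseudogene TMSB10P1 went to a listed 0 from 5.11 ± 1.31 TPM. Without MESDC1 library 1 the adjusted p was 0.107 for NPPC and 0.07 for TMSB10P1, and without library 2 it was 0.118 for PI16 and TMSB10P1 and 0.0569 for NPPC. MESDC1 knockdown called 78 genes, 54 up and 24 down. That count was 34 and 18 without MESDC1 library 1 or 2, 46, 47 and 42 without non-targeting library 1, 3 or 4, and 395 when only the groups compared were fitted. KLF2-linked genes were called and lost (adjusted p = 1.64e-08, and 0.0969 with an estimated correlation). So were MHC class I (0.0283, 0.222) and cholesterol synthesis (0.0191, 0.631), each with 0 of 16 passing (the same adjusted over the list alone). Without MESDC1 library 2 their adjusted p was 0.603 and 0.649, and without non-targeting library 4 it was 0.0632 and 0.0709.

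**Figure D3:**
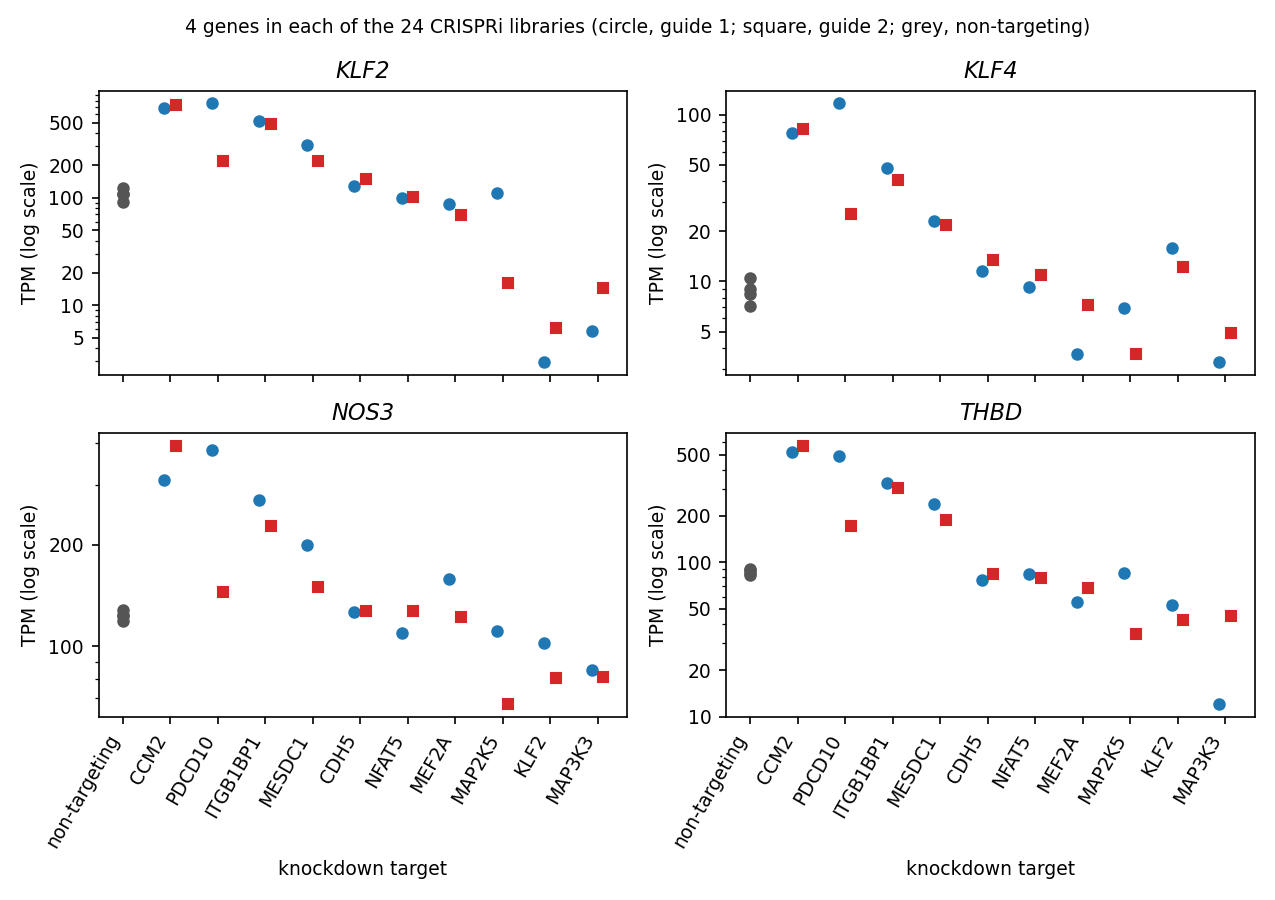
TPM (log scale, vertical axis) of KLF2, KLF4, NOS3 and THBD in each CRISPRi library, by knockdown target. Circles are guide 1, squares guide 2 and grey points the 4 non-targeting libraries, and all 4 genes lie above the grey points in both guide libraries of CCM2, PDCD10, ITGB1BP1 and MESDC1.

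How alike the knockdowns were was measured as Pearson's r across 14143 genes, with the 4 controls split so that no control library was used for both sides. Genes are not independent replicates, so these r carry no p-value. Of 45 pairs CCM2 and PDCD10 were most alike (r = 0.564), then CCM2 and ITGB1BP1 (0.538), MESDC1 and CCM2 (0.478), ITGB1BP1 and PDCD10 (0.452), MESDC1 and ITGB1BP1 (0.377) and MESDC1 and PDCD10 (0.347). For MESDC1 and CCM2 the 6 ways to split the controls gave 0.455 to 0.501, leaving out 1 guide library gave 0.394 to 0.447, and the median of the other 44 pairs was -0.00921. With all 4 controls shared it was 0.639. MAP3K3 stood opposite CCM2 (r = -0.264), as did KLF2 (-0.241). Over 100 simulated pairs of unchanged knockdowns r with split controls ran from -0.611 to 0.345, a range that holds both values. It ran from -0.137 to 0.195, a range that holds neither, in a draw added after the values were seen. There the 2 guides of a target, whose residuals mirror each other, were never drawn together. With shared controls the simulated mean was 0.298. The 2 guides of a target gave r = 0.604 for CCM2, 0.519 for ITGB1BP1, 0.295 for MESDC1 and 0.292 for PDCD10, and 0.139 or less for each of the other 6. For single unchanged libraries the simulated range was -0.906 to 0.675, which holds them all. It was -0.207 to 0.182 in the added draw, below the first 4. CCM2 and MESDC1 shared 70 called genes (52 rose and 17 fell in both, 1 went opposite ways, against 3.05 and 2.01 for independent lists). CCM2 shared 594 with PDCD10 (262 rose and 331 fell, against 20 and 53.8). It shared 599 with ITGB1BP1 (323 rose and 266 fell, against 26.7 and 51.7). All share the 4 controls, whose part is unknown: simulated pairs (at most 1 gene called in both) held no changes.

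**Figure D4:**
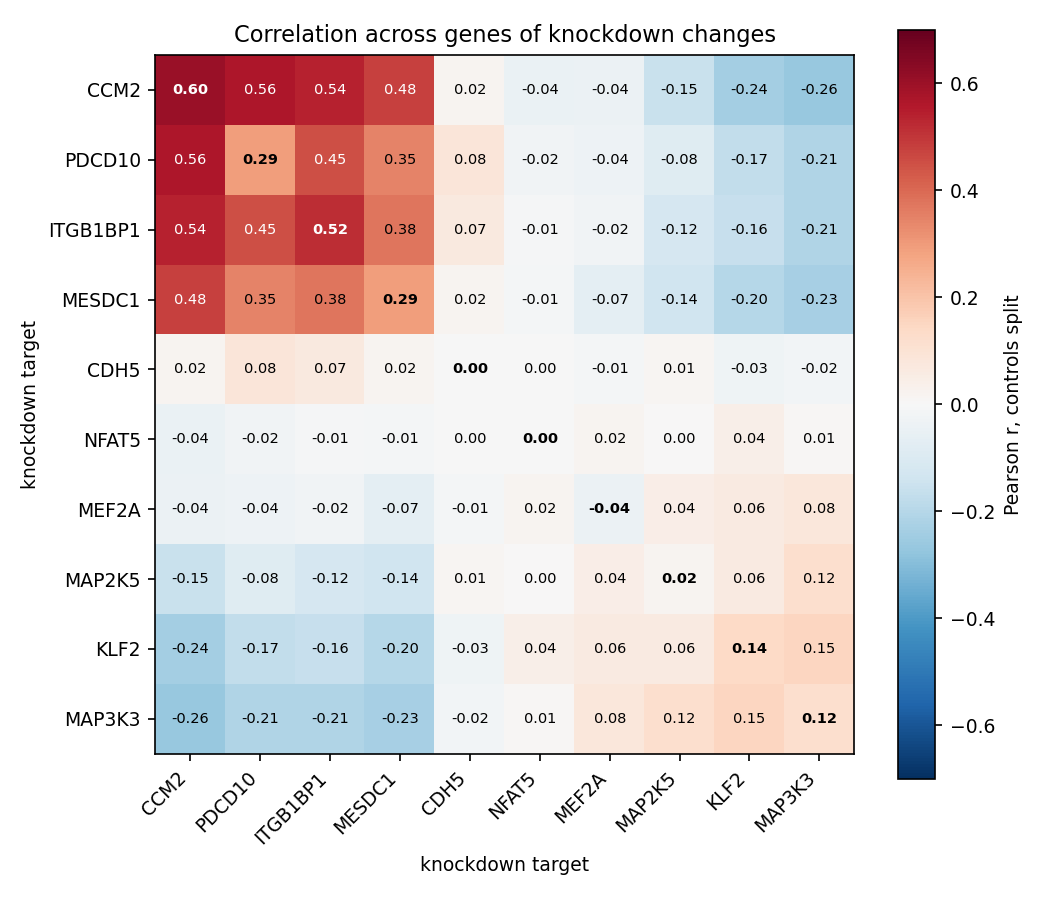
Pearson's r across genes between the log2 changes of each pair of knockdowns, with the controls split between the pair, as a colour scale from -0.7 to 0.7. The diagonal, in bold, compares the 2 guides of each target, and CCM2, PDCD10, ITGB1BP1 and MESDC1 form a block of positive r.

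The related knockdowns were then set directly against CCM2 knockdown. There were 1855 (MESDC1), 1606 (PDCD10) and 1681 (ITGB1BP1) genes at an unadjusted p under 0.05 where 707 were due by chance. Against MESDC1, 54 genes differed, 48 higher and 6 lower with CCM2 knockdown. AQP3 (log2 difference 3.51) and PI16 (3.26) were higher, and MESD, a genomic neighbour of MESDC1, was lower (-1.34). Neither AQP3 (adjusted p = 0.0767 to 0.496) nor PI16 (0.0847 to 0.461) passed with any 1 of the 4 libraries left out. That count was 25 and 11 without MESDC1 library 1 or 2, 7 without CCM2 library 2, 18 with a pseudocount of 0.1, 33 for genes of at least 5 TPM, and 29 without the libraries labelled MAP2K5 guide 1 and NFAT5 guide 2. Of the KLF2-linked genes 1 of 17 was higher (7 higher and 1 lower adjusted over the list alone) (adjusted p = 1.05e-06, and 0.205 with an estimated correlation). Another 9 lists were called and lost (adjusted p = 0.242 to 0.428 with an estimated correlation), and each of these calls ended without 1 library. Against PDCD10, 146 genes differed, 103 higher and 43 lower. PTPN5 (log2 difference 3.36) and ACKR3 (3.08) were higher. SPHK1 (-1.95) was lower, but did not pass without CCM2 library 2 (adjusted p = 0.0884). The count was 71 and 27 without CCM2 library 1 or 2, 332 and 658 without PDCD10 library 1 or 2, and 0 when only the groups compared were fitted. Interferon response had 4 of 26 higher (14 higher adjusted over the list alone). It was called and lost (adjusted p = 6.44e-12, and 0.336 with an estimated correlation). KLF2-linked genes had 2 of 17 higher (4 higher adjusted over the list alone). Their call was lost too (adjusted p = 0.00218, and 0.355 with an estimated correlation). Without PDCD10 library 2 the median went from 0.572 to -0.0951. Endothelial identity, VEGF and tip cell, cell cycle, cholesterol and NRF2 lists were called and lost (adjusted p = 0.355 to 0.569 with an estimated correlation), and all but endothelial identity ended without 1 library. Against ITGB1BP1, 171 genes differed, 106 higher and 65 lower. ACKR3 (3.19) and CPSF3 (2.69) were higher. The count was 104 and 56 without CCM2 library 1 or 2, 62 and 72 without ITGB1BP1 library 1 or 2, and 29 when only the groups compared were fitted. Of the p53 targets 1 of 13 was lower (7 lower adjusted over the list alone) (adjusted p = 5.81e-06, and 0.207 with an estimated correlation). Interferon response and cell cycle were called and lost (adjusted p = 0.756 each with an estimated correlation).

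MEKK3 (MAP3K3), its substrate MEK5 (MAP2K5) and KLF2 lie along 1 pathway. MAP3K3 knockdown lowered KLF2 (10.1 ± 6.24 against 107 ± 13 TPM, adjusted p = 0.0153) and ITGB4 (2.48 ± 1.7 against 11.9 ± 1.64 TPM, adjusted p = 0.00828). It lowered MAP3K3 (log2 change -3.54) and the pseudogene SPCS2P4 (-3.91) and raised the trypsin gene PRSS2 (42 ± 15.7 against 7 ± 1.45 TPM). Of the KLF2-linked genes 2 of 17 fell (1 rose and 8 fell adjusted over the list alone) (adjusted p = 2.08e-06, and 0.234 with an estimated correlation). Of the mitochondrially encoded genes 0 of 9 passed (the same adjusted over the list alone), and the list was called downward with a median of -0.28 (adjusted p = 0.0113, and 0.614 with an estimated correlation). That call ended without MAP3K3 library 1 (adjusted p = 0.156) or non-targeting library 3 (0.0941) or 4 (0.0889). The knockdown called 8 genes, 1 up and 7 down, the remaining 3 being C1orf21, LIMS2 and PLAC9, which were chosen after their values were seen. There were 1018 at an unadjusted p under 0.05 where 707 were due by chance. The calls were 2 and 28 without MAP3K3 library 1 or 2 and 4, 5 and 4 without non-targeting library 1, 2 or 3. Without MAP3K3 library 1 the adjusted p was 0.581 for KLF2, 0.435 for ITGB4, 0.190 for PRSS2 and 0.141 for SPCS2P4. KLF2 also failed without non-targeting library 1 (0.0637), 2 (0.0539) or 3 (0.0554). The calls were 14 with a pseudocount of 0.1, 18 with no filter, 109 when only the groups compared were fitted, and 21 without the libraries labelled MAP2K5 guide 1 and NFAT5 guide 2. MAP2K5 knockdown called 0 genes in limma, with 550 at an unadjusted p under 0.05. Without the library labelled MAP2K5 guide 1, which showed no knockdown, it called 20, and without library 2 it called 1. Of the KLF2-linked genes 0 of 17 passed (1 fell adjusted over the list alone), with a median log2 change of -0.49 (adjusted p = 5.00e-04, and 0.38 with an estimated correlation), a call that ended without MAP2K5 library 2 (adjusted p = 0.349). KLF2, KLF4, NOS3 and THBD stood at 16.2, 3.66, 67.5 and 34.4 TPM in library 2 and at 111, 6.91, 111 and 85 TPM in library 1. With MAP2K5 guides 0 of 9 mitochondrially encoded genes passed (9 fell adjusted over the list alone). The list, with a median of -0.58, was called and lost (adjusted p = 1.13e-09, and 0.38 with an estimated correlation). KLF2 knockdown called 2 genes, KLF2 (4.55 ± 2.21 against 107 ± 13 TPM, adjusted p = 0.00183) and AL353898.2, which was chosen after its values were seen, with 601 at an unadjusted p under 0.05. It called 0 without KLF2 library 1 (adjusted p = 0.156 for KLF2) and 13 without KLF2 library 2. Of the KLF2-linked genes 1 of 17 fell (3 fell adjusted over the list alone), the 1 being the target itself (adjusted p = 1.54e-05, and 0.274 with an estimated correlation). Of the mitochondrially encoded genes 0 of 9 passed (the same adjusted over the list alone), with a median of 0.40 (adjusted p = 1.41e-06, and 0.274 with an estimated correlation). Calls of other lists in these knockdowns, in which no member but MAP3K3 passed, were lost too (adjusted p = 0.249 to 0.788 with an estimated correlation).

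The guides against CDH5, MEF2A and NFAT5 gave 1 or 2 calls each. CDH5 encodes VE-cadherin of endothelial junctions. Its knockdown lowered CDH5 (9.66 ± 0.424 against 363 ± 15.1 TPM, adjusted p = 2.94e-14) and raised the neighbouring gene BEAN1 (22.9 ± 1.12 against 5.61 ± 0.689 TPM, adjusted p = 4.27e-05). These were the 2 genes called, with 402 at an unadjusted p under 0.05, and 6 were called without CDH5 library 1. Of the endothelial identity genes CDH5 alone passed (1 of 25 down (the same adjusted over the list alone), adjusted p = 6.86e-04, and 0.377 with an estimated correlation), a call that ended without CDH5 library 2 (adjusted p = 0.511). MEF2A knockdown called 1 gene, MEF2A itself (2.28 ± 1.84 against 27.2 ± 3.83 TPM, adjusted p = 6.79e-07), with 885 at an unadjusted p under 0.05. It called 2 without MEF2A library 1 and 251 without MEF2A library 2. Chemokines, with 0 of 14 passing (the same adjusted over the list alone) and a median log2 change of 0.77 (adjusted p = 8.08e-06, and 0.25 with an estimated correlation), and NF-κB feedback (adjusted p = 2.25e-06, and 0.25 with an estimated correlation) were called. Interferon response (adjusted p = 0.00433), VEGF and tip cell (0.0119), cell cycle (0.0347) and hypoxia (0.00251) were called and lost (0.25 to 0.728 with an estimated correlation). Without MEF2A library 1 all but interferon ended (0.101 to 0.590), and without library 2 interferon ended (0.15). Without non-targeting library 1 the VEGF (0.0674) and cell cycle (0.0729) calls ended. With the NFAT5 guides NFAT5 did not pass (6.78 ± 6.49 against 11.7 ± 1.44 TPM), 1 library of the pair being unreduced. They called 1 gene, AC104451.1, which was chosen after its values were seen, with 273 at an unadjusted p under 0.05, and called 3 and 4 without NFAT5 library 1 or 2. Interferon response rose and cell cycle fell as lists (adjusted p = 0.00263 each, 0.996 with an estimated correlation), calls that ended without NFAT5 library 1 (0.727 and 0.131). Of the osmotic NFAT5 targets 0 of 6 passed (1 rose adjusted over the list alone), and the list was not called (adjusted p = 0.994). Its median log2 change was -0.10 and its mean 0.24, with HSPA1B at 6.32 ± 8.94 against 1.16e-04 ± 2.31e-04 TPM. Without NFAT5 library 1, which leaves the unreduced library, the list was called upward with a median of 0.0798 (adjusted p = 0.00411). Without NFAT5 library 2, which leaves the library with the target reduced, it was called downward with a median of -0.329 (adjusted p = 0.0069). Across all comparisons the median, the mean and the test of a list differed in sign in 106 of 517 list tests, none of them called.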

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

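The counts over other splits of the libraries were planned, and the tests of IL1R1, of control 2, of the chemokine median and of splits regrouped in both lines were chosen after the IL-1β result was seen.

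The response to IL-1β differed between the lines in 3043 genes, tested as an interaction, and 1 gene was called in Eahy926 alone. Against 1 noisy control as the source, the Eahy926 count without control 2 was 2. A candidate explanation is that Eahy926 makes little IL1R1 RNA, with a mean of 0.00903 TPM over its libraries. That value was seen before it was tested, so this stays open. Untreated cells in the libraries labelled IL-1β stay open too. The chemokine list moved by a median of 0.0765 with 0 of 19 genes called, but 4 rose adjusted over the list alone, and the list was called upward without control 2 (adjusted p = 0.0104), which go against untreated cells. Of 100 ways to split the libraries within the lines, 5 gave as many genes as the real 3043, up to 3294. All 5 kept the real grouping in at least 1 line and with it that line's response, so they do not measure chance. Of 80 splits, the real one and 79 that broke the grouping in both lines, 1 gave as many, and the highest other was 2. This excludes that chance alone, with no response in either line, gave the count, while the difference between the lines rests on the interaction test.

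The response to TNF-α differed between the lines in 1396 genes by the same test. Of 100 splits, 6 gave as many, up to 1580, each with the real grouping kept in at least 1 line, so these do not measure chance either. Of the 80 splits above 1 gave as many, with 1 as the highest other, which excludes chance in the same sense.

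For groups of 3 against 3, the 10 splits are too few for a share under 0.05. In TeloHAEC 1 of 10 splits gave as many genes as the real one for IL-1β (4217, highest other 4), TNF-α (2467, highest other 1), VEGF-free medium (1777, highest other 1) and IL-1β against TNF-α (1726, highest other 3). In Eahy926 it was 1 for TNF-α (2706, highest other 1) and for IL-1β against TNF-α (2207, highest other 1), 2 for IL-1β (1, highest other 1) and 6 for VEGF (1, highest other 1). Between the untreated lines it was 1 (10313, highest other 0).

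PDCD10 stood at 34.9 TPM in non-targeting library 4, outlying from the other 3 non-targeting libraries by Dixon's test. Over the 13 genes tested this way chance gives 0.65 such libraries.

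The untreated libraries numbered 0.1 and 0.2 differed from the untreated libraries numbered 1.1 to 1.3 in 6916 of 13967 genes in TeloHAEC (4519 higher, 2397 lower) and in 6660 in Eahy926 (4752 higher, 1908 lower). They entered only this comparison and the fits with all 5 controls.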

How the results depend on the processing

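The settings below were planned before the data were examined, apart from leaving out both libraries with an unreduced target, which was chosen after seeing the data. Of 429 alternatives to a count or other main value, 324 left it within 1.5 times or within its spread. Over all named genes 11434 alternatives kept direction and side of the threshold, 812 fell short of it, 4 newly passed and 6 reversed. Of the list tests 4701 stayed, 229 lost a call, 105 gained one, 243 moved without a call and 12 reversed. For each change given here the cause was not tested, except that leaving out libraries leaves fewer samples. A lone library left in a knockdown was assumed to vary like the other groups.

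With an estimated correlation 60 of 172 list calls were left. When only the groups compared were fitted, genes called were 0 for Eahy926 IL-1β, 954 for Eahy926 TNF-α, 0 for Eahy926 VEGF and 854 for the TNF-α difference between lines. In the CRISPRi block they were 1 for MAP2K5, 109 for MAP3K3, 395 for MESDC1, 3 for MEF2A, 2092 for ITGB1BP1, 42 for KLF2, 9 for PDCD10, 0 for NFAT5, 0 for CCM2 against PDCD10 and 29 for CCM2 against ITGB1BP1. With no filter they were 8 for Eahy926 IL-1β, 12 for Eahy926 VEGF, 8 for MAP2K5, 18 for MAP3K3, 10 for CDH5, 14 for MEF2A, 8 for KLF2, 537 for PDCD10 and 7 for NFAT5. A pseudocount of 0.1 gave 5 for Eahy926 VEGF, 14 for MAP3K3, 1 for KLF2, 0 for NFAT5 and 18 for CCM2 against MESDC1. Genes of at least 5 TPM gave 1 for KLF2, 0 for NFAT5 and 33 for CCM2 against MESDC1. Rescaling by the median of ratios gave 0 for Eahy926 VEGF, and quantile normalisation 2 for Eahy926 IL-1β and 0 for Eahy926 VEGF. Robust empirical Bayes gave 3 and 2 for Eahy926 IL-1β and VEGF. Without both unreduced libraries there were 17 for MAP2K5, 21 for MAP3K3, 7 for KLF2, 3 for NFAT5 and 29 for CCM2 against MESDC1.

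With a replicate block 10 of 11 parental counts stayed within 1.5 times, and Eahy926 VEGF gave 0. The numbers did not pair the libraries, so the block tests no pairing.

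All 5 controls of each line gave 0 for Eahy926 IL-1β and for Eahy926 VEGF, 580 and 1039 for IL-1β against TNF-α in TeloHAEC and Eahy926, and 884 for the TNF-α difference. The same setting reversed 6 log2 changes: KRT7 (-1.03) and LOX (-0.33) for TNF-α in TeloHAEC, GIMAP8 in VEGF-free medium (-0.55), LOX in the IL-1β difference (-0.41), and KRT7 (-0.77) and LOX (-0.55) in the TNF-α difference.

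The similarity of CCM2 and MESDC1 was 0.302 with a pseudocount of 0.1 and 0.590 for genes of at least 5 TPM, and the median agreement of 2 guides went from 0.127 to 0.0682 and 0.199. Leaving out 1 library, CCM2 and MESDC1 gave 0.394 to 0.447. Guide agreement needs both guides, and the controls are already split, so neither could be left out there.

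Leaving out 1 library at a time, genes called ranged from 1 to 13 for Eahy926 IL-1β and 0 to 5 for Eahy926 VEGF. They ranged from 0 to 20 for MAP2K5, 2 to 28 for MAP3K3, 18 to 60 for MESDC1, 2 to 6 for CDH5, 1 to 251 for MEF2A, 380 to 1702 for CCM2, 209 to 828 for ITGB1BP1, 0 to 13 for KLF2, 9 to 2884 for PDCD10 and 1 to 4 for NFAT5. For CCM2 they ranged from 7 to 51 against MESDC1, 27 to 658 against PDCD10 and 56 to 104 against ITGB1BP1. All other counts stayed within 1.5 times, such as 3449 to 3771 for IL-1β and 2002 to 2068 for TNF-α in TeloHAEC.

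Leaving out 1 library changed the sign of the median in 182 of 517 list tests. In 12 tests the direction of the test itself turned with a call before or after, and their lowest and highest medians (log2 units) follow. In the MESDC1 knockdown mitochondrial genes went from -0.229 to 0.479, in CDH5 cholesterol -0.242 to 0.233 and in MEF2A chemokines -0.00522 to 1.46 and cell cycle -0.140 to 0.493. In NFAT5 interferon went from -0.0458 to 0.463 and osmotic targets -0.329 to 0.0798. In CCM2 against MESDC1 mitochondrial genes went from -0.396 to 0.357 and NRF2 -0.0766 to 0.557. In CCM2 against PDCD10 cholesterol went from -0.464 to 0.0507, NRF2 -0.0448 to 0.622 (-0.0346 without CCM2 library 2), KLF2-linked genes -0.0951 to 1.14 and cell cycle -0.276 to 0.654.

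TPM give no read depth, and so set no limit from depth, and genes near 1 TPM rest on the pseudocount and the filter.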

Other observations

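The tests of the CCM2 and MESDC1 likeness and of the guide sequences were chosen after those results were seen.

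Among the genes that lie within 100 kb of a knockdown target in GENCODE 29, 27 were measured and 3 were called in their own target's knockdown. MESD rose by 1.88 log2 units with the MESDC1 guides (adjusted p = 9.18e-10), BEAN1 rose by 1.86 with the CDH5 guides (adjusted p = 4.27e-05) and CPSF3 fell by 2.75 with the ITGB1BP1 guides (adjusted p = 5.16e-11). For 16 of the 27 the change in the own knockdown lay beyond the range of the other 9, where chance gives 20%. MESD, BEAN1 and CPSF3 were chosen after their values were seen, and no explanation was tested.

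The untreated libraries numbered 0.1 and 0.2 differed from those numbered 1.1 to 1.3 in named genes of each line. VWF, for the von Willebrand factor of endothelial granules, stood at 79.6 and 79.7 TPM in the TeloHAEC libraries numbered 0 against 12.2 ± 0.821 TPM (SD, n = 3). INAFM2 was higher by 5.78 and 5.38 log2 units in the 2 lines and SNHG19 by 5.1 and 5.14. Of the ribosomal RNA symbols, RNR2 was higher by 4.84 and 4.56 and RNR1 by 4.41 in TeloHAEC. All were chosen after their values were seen. The p53 targets were lower in 8 of 13 in Eahy926, the only list called with an estimated correlation too (adjusted p = 5.39e-04 and 0.0162). Interferon response genes were higher in 23 of 29 in Eahy926, a list call lost with an estimated correlation (adjusted p = 0.184), and hypoxia genes in 12 of 15 in TeloHAEC (adjusted p = 0.232 with an estimated correlation). Of 4102 genes called in both lines 3634 went the same way and 468 opposite ways, with r = 0.629 across genes. Replication histones were lower in 6 of 12 in Eahy926 (median -0.779, adjusted p = 0.00113, and 0.0547 with an estimated correlation). The libraries numbered 0 held 16791 to 17198 symbols above 0 and the others 15052 to 15381. Ribosomal and histone RNA also follow the poly-A step, and the labels do not say what the numbers 0 and 1 stand for, so day, batch, culture and library making cannot be told apart.

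The knockdowns of CCM2 and MESDC1 were the third most alike of 45 pairs. Shared control libraries account for little of it, since r was 0.478 with the controls split. A few abundant genes that shift all TPM would move all genes alike, but of 69 genes called the same way in both, 17 fell and 52 rose. A candidate explanation is that both act on a pathway that MAP3K3 serves in the other direction. Of these 69 genes 63 had the opposite sign in the MAP3K3 knockdown. The number was 64 in the KLF2, 63 in the MAP2K5 and 58 in the MEF2A knockdown, 40 in the NFAT5 and 21 in the CDH5 knockdown, and 2 in the PDCD10 and 1 in the ITGB1BP1 knockdown. Shared controls push signs to match, and r of MAP3K3 and CCM2 went from -0.183 with shared to -0.264 with split controls. The pathway stays open, since it was chosen after the values were seen, as does any route from MESDC1 to MEKK3.

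The sequence that the labels list for KLF2 guide 2, GAAGTCCGCAACCCGGGGAT, matched exon 1 of ITGB1BP1 on chromosome 2 (9423390 to 9423409, minus strand, GRCh38) and no KLF2 transcript. If that library had carried the listed sequence, ITGB1BP1 would be low in it, and it stood at 91.0% of the control mean, with KLF2 at 5.69%. An exchange of this library with ITGB1BP1 guide 2 would leave KLF2 low in the latter, where it stood at 452%. The sequences may be exchanged in the labels, but the sequence listed for ITGB1BP1 guide 2 had 0 sites in the annotated transcripts, and promoters and introns were not searched, so this stays open. No biological explanation was tested.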
